# Maternal High-Fat Diet Alters the Characteristics of Astrocytes and Worsens the Outcome of Stroke in Rat Offspring, Which Improves After FGF21 Administration

**DOI:** 10.3389/fcell.2021.731698

**Published:** 2022-01-13

**Authors:** Yanxuan Li, Mengqi Lin, Ping Lin, Nengzhi Xia, Xiaokun Li, Li Lin, Yunjun Yang

**Keywords:** FGF21 (fibroblast growth factor 21), DOHaD (development origins of health and disease), stroke, astrocyte, maternal high fat diet

## Abstract

**Background:** Maternal high-fat diet (MHFD) has been shown to increase susceptibility to neurological disease in later offspring, but the underlying mechanism is not clear. Fibroblast growth factor 21 (FGF21) has been reported to have a neuroprotective effect in stroke, but its mechanism of action remains unknown. In this study, we investigated the mechanism of the effect of MHFD on stroke in offspring in adulthood and the mechanism by which FGF21 acts on stroke and restores neurological function.

**Methods:** We performed transcriptome sequencing analysis on D21 neonatal rats. Bodyweight and blood indicators were recorded in the adult rats after MHFD. FGF21 was administered 7 h after photochemical modeling twice a day for three consecutive days.

**Results:** We found numerous mRNA changes between the MHFD group and a normal maternal normal diet (MND) group at D21, including genes related to astrocyte and PI3K/Akt pathways. The body weight, blood glucose, and triglycerides of the MHFD offspring were higher, ischemic lesions were larger, the number of activated astrocytes was lower, and the neurological function score was worse than that of the MND group. After FGF21 administration, WB and qPCR analyses showed that astrocytes and the PI3K/Akt pathway were upregulated, while NF-κB and inflammatory cytokines expression were inhibited in stroke and peri-stroke regions.

**Conclusion:** Taken together, we conclude that MHFD alters the characteristics of astrocytes and other transcriptome changes in their offspring, leading to a worse prognosis of stroke, while FGF21 plays a neuroprotective role by inhibiting NF-κB and inflammatory factors and activating the PI3K/Akt pathway and activating more astrocytes in the MND group than the MHFD group.

## Introduction

In early life, exposure to environmental contaminants may affect the metabolism of the central nervous and endocrine systems, leading to inflammation and apoptosis (Omran, 1971). The Developmental Origins of Health and Disease (DOHaD) concept articulates a relationship between metabolism in adult life and early life events, such as pregnancy, lactation, and adolescence (Suzuki, 2018). There is growing evidence that maternal high-fat diet (MHFD) can cause health problems in adult offspring, such as an increased susceptibility to ischemic stroke, which is a leading cause of death and disability (Bejot et al., 2007). Lin et al. (2016), Lin et al. (2018) found that MHFD could greatly affect adult cerebrovascular health by regulating central brain-derived neurotrophic factor expression and HPA axis, as well as through ET-1 manner in remodeling of both structure and function. Although these articles explain some of it, the underlying mechanism is still unclear. Astrocytes are important innate immuno-regulators in the brain. They control the brain’s vascular input during development and are involved in various neurological disorders. Studies have shown that astrocytes play important roles during the early, middle, and late stages of stroke (Ullian et al., 2001; Christopherson et al., 2005; Koehler et al., 2009; Eroglu and Barres, 2010; Allen et al., 2012; Zhou et al., 2019). And astrocytes are highly sensitive to environmental changes, and thus can be easily influenced (Pekny et al., 2019). However, the changes of astrocyte characteristics in stroke after MHFD remain unclear. In addition to astrocytes, inflammation also plays important roles in stroke. In the inflammatory response, NF-κB is considered as a typical pro-inflammatory signaling pathway, mainly based on the activation of nuclear factor kappa-B (NF-κB) by pro-inflammatory cytokines such as interleukin-1 (IL-1) and tumor necrosis factor-alpha (TNF-α) (Barnes, 1997; Karin and Ben-Neriah, 2000; Karin et al., 2006; Kaltschmidt and Kaltschmidt, 2009; Dresselhaus and Meffert, 2019; Howell and Bidwell, 2020). The conventional treatment for acute ischemic stroke is recombinant tissue plasminogen activator (rtPA), which restores ischemic cerebral blood flow (Rabinstein, 2017). However, because of its narrow therapeutic window and the effects of other variables, there is an urgent need to explore other neuroprotective drugs (Prabhakaran et al., 2015). Fibroblast growth factor 21 (FGF21) regulates blood glucose and lipid metabolism. A study (Wang et al., 2018) has shown that blood levels of FGF21 increased in high-fat feeding mice compared to normal feeding mice. Also, FGF21 is a hormone that acts on receptors in the nervous system, regulating sympathetic nervous system activity, metabolism, and body weight. Importantly, FGF21 does not have mitotic activity, which ensure its safety for clinical application. In addition, FGF21 can cross the blood-brain barrier, which makes it a potential treatment for central nervous system diseases (Staiger et al., 2017; Li, 2019, 21). Also, studies have shown that FGF21 can play a neuroprotective role in stroke by enhancing the blood-brain barrier, microglia regulation and inhibiting inflammation (Jiang et al., 2020; Wang et al., 2020). However, the interaction between astrocytes and FGF21 has not been reported.

Based on the above, we investigated the effects of MHFD on astrocytes in the brain and the likelihood of stroke in adulthood and the effects of FGF21 administration.

## Materials and Methods

### Reagents and Antibodies

The primary antibodies used for immunofluorescence included anti-p-NF-κB (No. 3033) and anti-GFAP (No. 3670) purchased from Cell Signaling Technology (Danvers, MA, United States) and ProteinTech (Wuhan, China). The secondary antibodies were Donkey anti-rabbit IgG H&L (Alexa Fluor 647) and Donkey anti-mouse IgG H&L (Alexa Fluor 488) purchased from AbCAM (Cambridge, MA, United States).

Primary antibodies for Western blotting were anti-NF-κB (No. 8248), anti-p-NF-κB (No. 3033), anti-PI3K (No. 20584-1-AP), anti-p-PI3K (No. 4228T), anti-GFAP (No. 16825), and anti-β-actin (No. 660009) purchased from Cell Signaling Technology (Danvers, MA, United States), Abcam (Cambridge, MA, United States), and ProteinTech (Wuhan, China). The secondary antibodies were donkey anti-rabbit IgG H&L (HRP) (ab150075) purchased from Abcam (Cambridge, MA, United States).

The corresponding reagents and kits used in this study included TRIzol reagent (Qiagen, Duesseldorf, Germany), IQTM SYBR Green Supermix (Bio-Rad, Hercules, CA, United States), PrimeScript RT reagent kits (Takara, Shiga, Japan), QuantiTect rt-PCR kit (Qiagen, Duesseldorf, Germany), Mirneasy Micro Kit (Qiagen, Duesseldorf, United States), and TaqMan gene expression analysis kit (ThermoFisher Scientific, Fremont, CA, United States).

FGF21 was supplied by key Laboratory of Biopharmaceutical, School of Pharmaceutical Sciences, Wenzhou Medical University. FGF21 was extracted and purified from Escherichia coli according to Wang et al. (2010).

### Animal Preparation

Female and male Sprague-Dawley rats (7 weeks old) were purchased from the cLaboratory Animal Center of the Chinese Academy of Sciences (Shanghai, China) and raised at Wenzhou Medical University under the following conditions: 22°C, unlimited access to food and water, 12/12 h light/dark exposure (lighting was started at 7 am). All surgical and animal experiments were approved by the Animal Protection and Use Committee of Wenzhou Medical University.

During the first week of adaptive feeding, all rats were fed a normal diet (5.3% fat, corn oil, 57.4% carbohydrate, 21.2% protein, 4.6% fiber; 360 k calories/100 g of food; Medicience Ltd., Jiangsu, China). After 1 week, half of the female SD rats were randomly selected to be fed a high-fat diet (25.7% fat, 19.5% protein, 41.3% carbohydrate, 3.5% fiber; estimated fats: stearic acid 1.99%, palmitic acid 4.5%, palmitoleic acid 0.12%, linoleic acid 2.58%, oleic acid 6.86%, arachidonic acid 0.19%, a-linolenic acid 0.25%; 470 k calories/100 g of food; Medicience Ltd.). After 7 days, they were allowed to mate, become pregnant, and suckle their young (all of which were fed a high-fat diet). The other half of the female rats continued to be fed a normal diet and were allowed to mate, become pregnant, and suckle their young after 21 days. The first day of birth of offspring SD rats was defined as D1. D21 was the last day of lactation, and all the male offspring of SD rats in the following two groups {MHFD and maternal normal diet (MND) groups} were fed with normal feed until the 6th month of photothrombotic stroke modeling. All animals were randomly divided into MND sham group, MND stroke group, MND stroke + FGF21 group, MHFD sham group, MHFD stroke group and MHFD stroke + FGF21 group (flow diagram can be seen in Figure 1).

**FIGURE 1:**
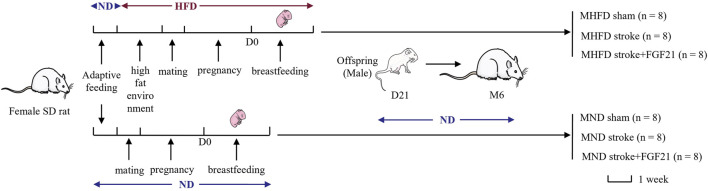
Experimental procedures and flow diagram of this study.

### Photothrombotic Stroke Procedure

Photothrombotic stroke was induced as follows: SD rats were anesthetized by isoflurane, and the scalp was cut to expose the skull. Ten minutes before light exposure, rats were intraperitoneally injected with 15 mg/kg Bengal rose (Sigma-Aldrich, St. Louis, MO, United States), and then fixed on a stereotaxic device, and the end of a 4 mm diameter optical fiber cable was placed on the top of the skull at the location where embolization was determined. After 10 min of Bengal rose injection, a cold light source and a green bandpass filter (KL1600 LCD, SCHOTT, Zeiss, Germany) were turned on to illuminate the exposed skull. When the area had been lit for 15 min, the light was turned off, and the incision was sutured and disinfected. Sham rats underwent the same procedure but did not receive Bengal rose injection. The rats in MND stroke + FGF21 and MHFD stroke + FGF21 groups were intraperitoneally injected with FGF21 twice a day at a dose of 1.5 mg/kg for 3 consecutive days at 6 h after modeling.

### Magnetic Resonance Imaging

Cerebral infarct size was evaluated using 3-T clinical magnetic resonance imaging with a 72 mm linear transmitter coil and an animal surface receiver coil for rat brain imaging. The rats were anesthetized by an intraperitoneal injection of 10% chloral hydrate. During the MRI scan (10 min per rat), the rats were placed on a blanket to maintain a normal body temperature (36–37°C). We obtained broad MRI acquisitions as follows: 1) T1-weighted images (repetition time [TR]/echo time [TE] = 2005/15 ms) and 2) T2-weighted images (TR/TE = 4,900/120 ms). Image analysis was performed using ImageJ software (National Institutes of Health).

### Behavior Assessment

Behavioral tests (tensile and balance beam tests) were conducted on days 1, 2, and 3 after ischemic injury. The same investigators carried out the evaluation procedure, while being blinded to the experimental groups to minimize discrepancies in the experiment. The mice were euthanized after behavioral tests were completed.

### Immunofluorescence Staining

After euthanasia, rats were perfused with normal saline through the left ventricle, and the whole brain tissue was removed, fixed with 4% paraformaldehyde, dehydrated, and waxed. The whole-brain wax block was placed on a micrograph to prepare the brain sections. Sections (5 μm thick) were sealed at room temperature for 1 h in 5% goat or donkey serum. Next, the tissue sections were co-incubated with anti-GFAP and anti-NF-κB antibodies at 4°C overnight and then incubated with appropriate antibodies. Finally, the cells were stained with DAPI (Beyotime, Shanghai, China). Images were obtained using a fluorescence microscope (Leica, Japan).

### Quantitative Real-Time Polymerase Chain Reaction

Total RNA from infarct and peripheral brain tissue was extracted using QIAGEN’s (Cat.74004) RNEasy Micro kit. RNA concentrations were quantified using a NanoDrop spectrophotometer (Thermo Fisher Scientific, MA, United States). Then, 1 μg of total RNA was used to synthesize cDNA by using iScript reverse Supermix for RT-qPCR (RR037A, TaKaRa, Japan). Next, SYBR-based real-time PCR (Bio-Rad, Hercules, CA, United States) was used to detect the total transcription of IL-1β, TNF-α, and IL-6. The oligonucleotide PCR primers listed in Table 1 were purchased from Sango Biotech (Shanghai, China).

**TABLE 1:** Information of primers.

Primer	Sequence	
IL-6	F	ctc​cca​aca​gac​ctg​tct​ata​c
	R	cca​ttg​cac​aac​tct​ttt​ctc​a
TNF-α	F	atg​tct​cag​cct​ctt​ctc​att​c
	R	gct​tgt​cac​tcg​aat​ttt​gag​a
IL-1β	F	aag​cct​cgt​gct​gtc​gga​cc
	R	tga​ggc​cca​agg​cca​cag​gt
18s	F	gcc​atg​cat​gtc​taa​gta​cgc
	R	ccg​tcg​gca​tgt​att​agc​tc

F forward primer, R reverse primer.

### Western Blotting

Total proteins from stroke and peri-stroke brain tissues were extracted using a protein extraction reagent containing 1% protease and phosphatase inhibitors. First, the concentration of protein was determined using the absorbance method. Next, the same amount of protein (60 μg) was isolated on an SDS-PAGE gel and then transferred to a PVDF membrane. After sealing with whole milk, primary antibodies (anti-GFAP, anti-NF-κB, anti-p-NF-κB, anti-PI3K, anti-p-PI3K, anti-*β*-actin diluted 1:200) were used and incubated overnight under a shaking table at 4°C. On the second day, the combined primary antibody bands were washed three times with Tris-buffered saline–Tween 20 and incubated at room temperature in 1:10,000 diluted secondary antibodies for 1 h. Finally, immunoreactive protein bands were prepared using an enhanced chemiluminescence (ECL) kit, and the band density was quantified using Image Lab 3.0 software (Bio-Rad).

### Measurement of Blood Index

2 ml of blood is taken from offspring rats through the tail vein before anesthesia for modeling after 12 h of fasting. The blood samples were solidified at 4°C for 2 h and centrifuged at 3,000 rpm/min for 15 min. The serum samples were transferred to a new test tube and stored at −80°C. FGF21 concentration was measured by an ELISA kit (Boster, United States). The concentration of albumin, cholesterol, triglycerides and blood glucose were measured by an auto biochemical analyzer (IDEXX catalyst One, United States).

### Transcriptome Sequencing

At D21, three neonatal rats were randomly selected from both groups, and their brains were collected and frozen in a -80 refrigerator. Total RNA was extracted and used for transcriptome sequencing (LC-Bio Technologies (Hangzhou) Co., Ltd.).

### Statistical Analysis

Data are expressed as the mean ± SEM. Statistical differences between the multiple data sets or two groups were evaluated using one-way ANOVA and post-hoc analysis with Bonferroni correction was done to identify statistical differences between specific groups or unpaired t-tests in two groups in GraphPad Prism Edition 8 (GraphPad Software Inc., San Diego, CA, United States). Statistical significance was set at *p* < 0.05.

## Results

### Transcriptome Sequencing Analysis of the Brains of the Offspring of the MHFD and MND Groups on D21

The researchers performed transcriptome sequencing analyses of the brains between the MHFD and MND groups (D21). 

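Brains of 3 offspring of dams fed a high-fat diet (MHFD) and of 3 offspring of dams fed a normal diet (MND) were collected at day 21, and the RNA of each brain was sequenced as a library of its own. The sample labels give the organism as mouse and the paper as rat; all gene identifiers of the deposited table are rat Ensembl identifiers. The paper's text does not give the dam or litter of the sequenced animals, and the tests treat the animals as independent. The authors deposited a whole count for each gene in each library, without normalization. The paper's text does not name the aligner, the counting program or the genome build. Its statistics section names tests for the comparison of groups and a significance level of 0.05 for the whole paper, and does not say which test, filter or adjustment was used for the sequencing data. The table lists 32623 genes, of which 11043 had no count in any library. The total count was 61385917, 46992467 and 43679373 in MHFD replicates 1, 2 and 3, and 60640093, 51874000 and 52568459 in MND replicates 1, 2 and 3. More genes held 4 counts than 3 or 5 in every library, so the totals are counts as deposited and need not equal the number of fragments sequenced. The 10 most abundant genes took 16.3 ± 2.35% of the counts in the MHFD group and 13.9 ± 0.706% in the MND group (SD, n = 3 each). From these counts, 16776 genes were kept by edgeR's filterByExpr function, normalized by the TMM method and tested with edgeR's quasi-likelihood test. Volcano plot thresholds were taken from Figure 2B, an unadjusted p of 0.05 and a 2-fold change. The files do not pair the identifiers with gene symbols, so genes are given by identifier.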

Differences in gene expression were observed in the brains of the D21 MHFD group compared with the MND group (Figure 2A). 

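Within a group, the correlation of log2 CPM (counts scaled to the size of the library) across genes lay between 0.947 and 0.969 for the pairs of libraries, and between groups it lay between 0.937 and 0.960, so the ranges overlapped; genes are not independent replicates. The first principal component of log2 CPM held 30.4% of the variance and did not part the groups. MHFD replicates 2 and 3 lay at one end of it, and MND replicate 3 and MHFD replicate 1 at the other. The second component, with 24.4% of the variance, set MND replicates 1 and 2 apart from the other 4 libraries. The mean distance between libraries of different groups exceeded the mean distance within groups by 5.03, more than in any other split of the 6 libraries into 3 and 3 (exact permutation test, p = 0.1, the smallest p that 3 animals against 3 allow).

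**Figure D1:**
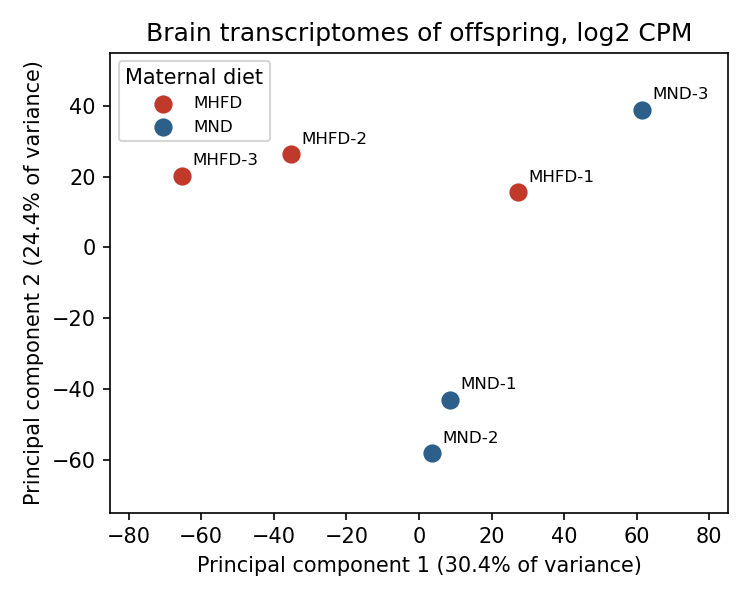
Principal components 1 and 2 of log2 CPM over the 16776 tested genes, with one point per library. The first component holds 30.4% and the second 24.4% of the variance, and MND replicate 3 lies on the side of the MHFD libraries along the second.

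An unadjusted p under 0.05 was reached by 1456 of the 16776 genes in edgeR's quasi-likelihood test, where 839 are expected if no gene differs. Of these, 822 were higher and 634 lower in the MHFD group. Other splits of the 6 libraries into 3 and 3 gave from 175 to 1880 genes at this threshold. Of the 10 splits, the real one included, 2 gave at least 1456, so the excess over 839 alone does not point to the diet. The MHFD and MND values did not overlap for 2339 genes, or 13.9%, where chance gives 10%. This share was not counted for the other splits. After Benjamini-Hochberg adjustment over all tested genes, 1 gene had an adjusted p under 0.05.

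**Figure D2:**
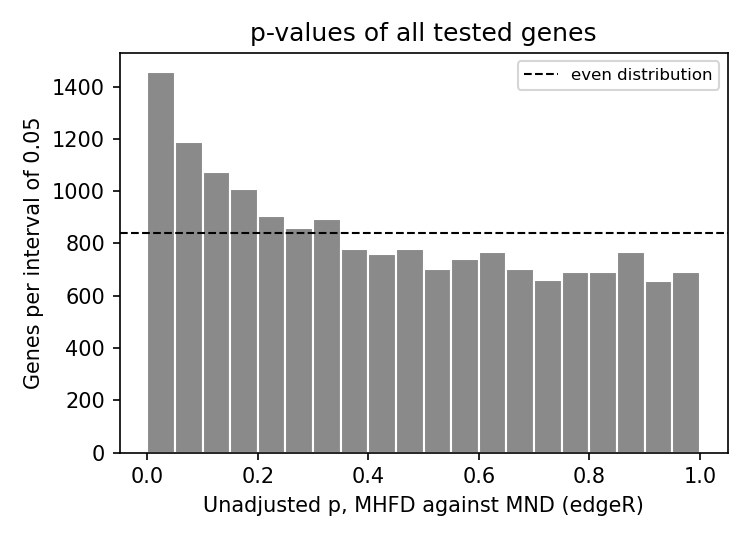
Number of genes in each p-value interval of width 0.05, from edgeR's test of MHFD against MND. The first interval holds 1456 genes, and the dashed line marks the 839 genes per interval of an even distribution.

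From the comparison of the groups shown in Figure 2A, the paper states that gene expression in the brain differed between them.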

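At an unadjusted p under 0.05 and a change of at least 2-fold, 231 genes were higher and 114 were lower in the MHFD brains than in the MND brains, 345 in all. The groups did not overlap for 252 of these 345 genes. Of the alternatives with the same thresholds, edgeR's likelihood-ratio test with no filter on low counts moved the counts most, to 547 higher and 383 lower genes. Without MHFD replicate 1, the counts were 383 higher and 246 lower. Among the higher genes with a mean of at least 1 CPM and no overlap between groups, ENSRNOG00000049814 had the smallest p. It held 3581, 1977 and 3183 counts in MHFD replicates 1, 2 and 3 and 0 counts in each MND library, which makes it at least 1048-fold higher against a floor of 3 counts and at least 262-fold higher against a floor of 12 counts, which is 3 fragments if each added 4 counts. Its adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0302 and ran from 0.0171 to 0.0674 with each library left out in turn. Counts of 0 in some libraries beside at least 100 in the others also occurred for 85 other genes of the table. The next, ENSRNOG00000056817, had 3.88 ± 0.671 CPM in the MHFD group and 0.383 ± 0.105 CPM in the MND group (SD, n = 3 each), a log2 fold change of 3.34 (standard error 0.336, adjusted p = 0.207 from edgeR's test). Of the lower genes, ENSRNOG00000007091 fell from 104.0 ± 10.8 CPM in the MND group to 39.4 ± 8.59 CPM in the MHFD group (SD, n = 3 each), a log2 fold change of -1.40 (standard error 0.168, adjusted p = 0.242 from edgeR's test). ENSRNOG00000007003 had a log2 fold change of -1.92 (standard error 0.287, adjusted p = 0.394 from edgeR's test), with 1.65 ± 0.480 CPM in the MHFD group and 6.25 ± 1.23 CPM in the MND group (SD, n = 3 each).

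**Figure D3:**
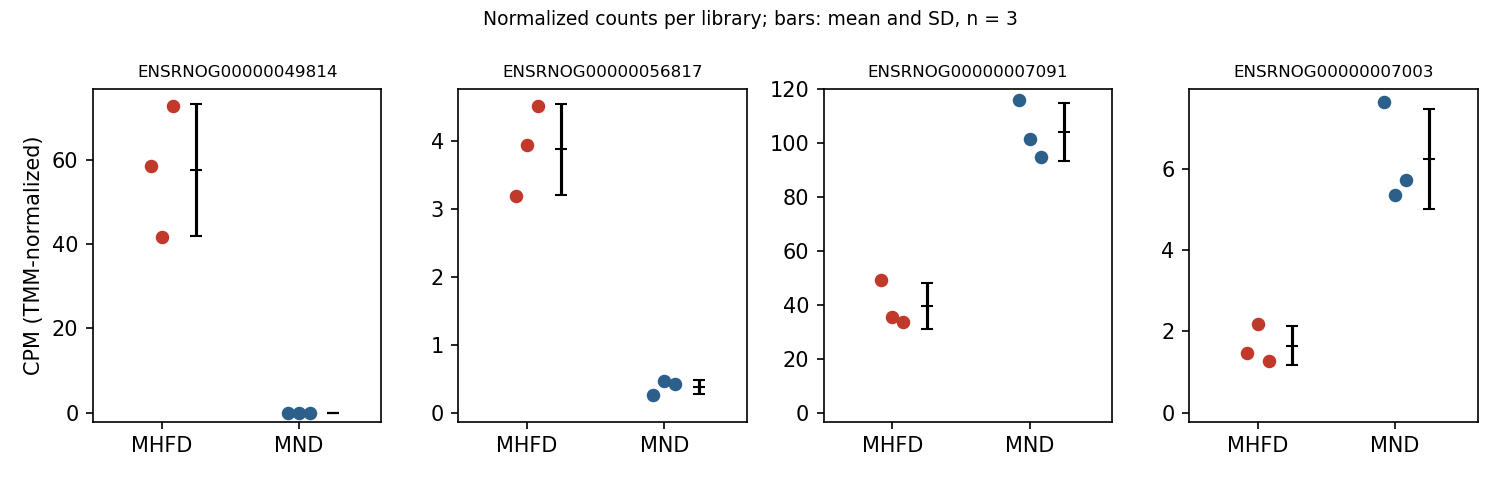
TMM-normalized CPM of the 4 genes in each library (points, by maternal diet), with the mean and SD of each group of 3 beside them; each panel has its own vertical axis from 0. The 3 MHFD values lie above all MND values for the first 2 genes and below them for the other 2, as the genes were chosen for groups without overlap.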

Among the differentially expressed genes, 297 and 264 genes were downregulated and upregulated, respectively (Figure 2B). The transcriptomics analysis also showed that the MHFD offspring had 6 downregulated and 4 upregulated astrocyte-related genes, compared to MND (Figure 2C) among all genes. The proteins encoded by these altered genes are involved in astrocytes genesis (Gfap), differentiation (Bmp2, Nkx2-2, Sox6, Stat3, Nfix, Mbd1, and Eif2b5), activation (Mt2A), and fate commitment (Tal1), which were indicated by Gene Ontology (GO) database.

**FIGURE 2:**
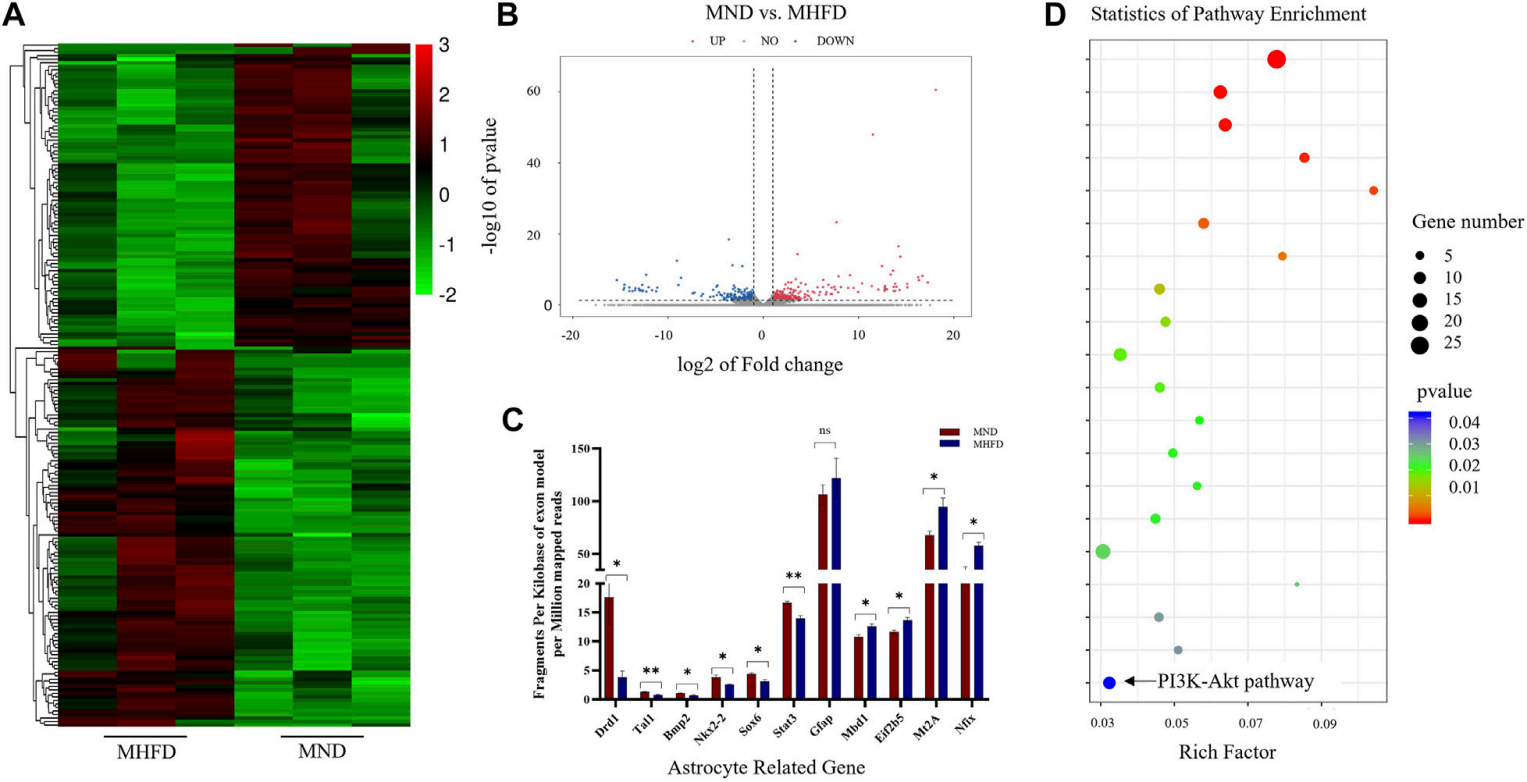
Comparison of brain transcriptome sequencing between MHFD and MND groups on D21. **(A)**. Heat maps of the top 200 different genes between the two groups. **(B)**. The volcano map of differentially expressed genes in the brain tissues of the two groups of neonatal rats on D21. The down-regulation and up-regulation are indicated by blue and red dots, respectively, with *n* = 3 for each group. **(C)**. 11 genes in KEGG analysis associated with astrocytes. **(D)**. KEGG analysis of RNA-seq data revealed the top 20 regulatory pathways that changed in both groups. *p*-values are shown in different colors, and bubble sizes indicate the number of genes in each pathway.

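Of the 200 genes with the smallest p in edgeR's quasi-likelihood test, 109 were higher and 91 lower in the MHFD group. None of these 200 genes had overlapping groups, and 84 of them changed by at least 2-fold. Their median absolute log2 fold change was 0.89, and their adjusted p ran up to 0.539. DESeq2's Wald test ranked 171 of them, and limma-voom 165 of them, among its own 200 genes with the smallest p. Without MND replicate 3, 47 of the 200 genes with the smallest p were higher in the MHFD group. Over the 109 higher genes, the median of the values scaled per gene was 0.448 in MHFD replicate 1 against 1.03 and 1.01 in MHFD replicates 2 and 3. Over the 91 lower genes, it was 0.614 in MND replicate 3 against 0.998 and 0.972 in MND replicates 1 and 2.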

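Of the genes past both thresholds, 4 of the higher and 5 of the lower were at 3 counts or fewer in every library of the other group, so their fitted fold changes depend on the prior count. Apart from these, the median absolute log2 fold change was 1.51 for the higher and 1.45 for the lower genes. A mean under 1 CPM was found for 67 of the higher and 39 of the lower genes.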

Representative differences in active pathways between the two groups were observed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses (Figure 2D). Of note, KEGG is a large-scale molecular data set generated through genome sequencing and other high-throughput experimental techniques that contribute to the understanding of advanced functions of biological systems. Notably, the PI3K-Akt signaling pathway plays a key role in cell survival and susceptibility. In addition, it also acts as a downstream signaling molecule after FGF21 acts on FGFR.

### Evaluation of Characteristics Between MHFD and MND Groups

To assess the effects of MHFD on offspring in rats, we measured and recorded the body weights of both MHFD and MND groups from the end of lactation (21 days) to 6 months and measured blood glucose, triglycerides cholesterol, and albumin on the day before inducing ischemia.

As shown in Figure 3A, the MHFD and MND offspring bodyweights were different throughout D21 to M6. Blood sample analyses showed no differences in albumin or cholesterol levels between the two groups (Figure 3B). However, triglycerides (*p* < 0.05), blood glucose (*p* < 0.01) and FGF21 (*p* < 0.01) were higher in the blood of the MHFD group than in that of the MND group.

**FIGURE 3:**
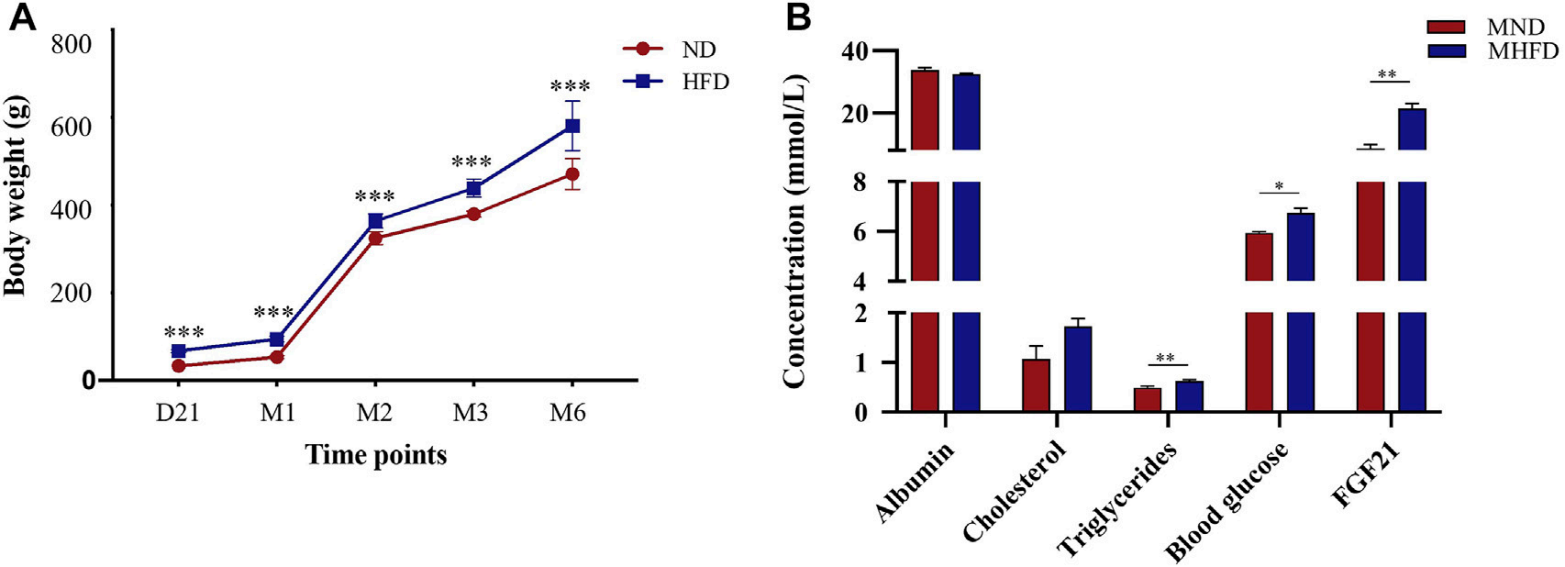
Evaluation of characteristics between MHFD and MND newborn/middle-aged SD rats. The comparisons between the two groups at various time points are shown in **(A)** (*n* = 8). ***p < 0.001, Unpaired *t*-test. The comparison of blood indexes of the two groups before modeling is shown in **(B)** (*n* = 4). *p < 0.05, **p < 0.01, Unpaired t-test.

### Comparison of Cerebral Infarction and Neurological Deficit Between MHFD Stroke+/-FGF21 and MND Stroke+/-FGF21 Groups

We scanned the brains of the rats by using MRI and delineated the maximum infarct + edema area by using ImageJ to quantify the cerebral infarct size on Day 3. In addition, balance beam and tension test scores were used to assess neurological deficits.

As shown in Figure 4, the infarct size of MHFD offspring was larger than that of the MND group. After FGF21 administration, the size of the cerebral infarction decreased in both groups.

**FIGURE 4:**
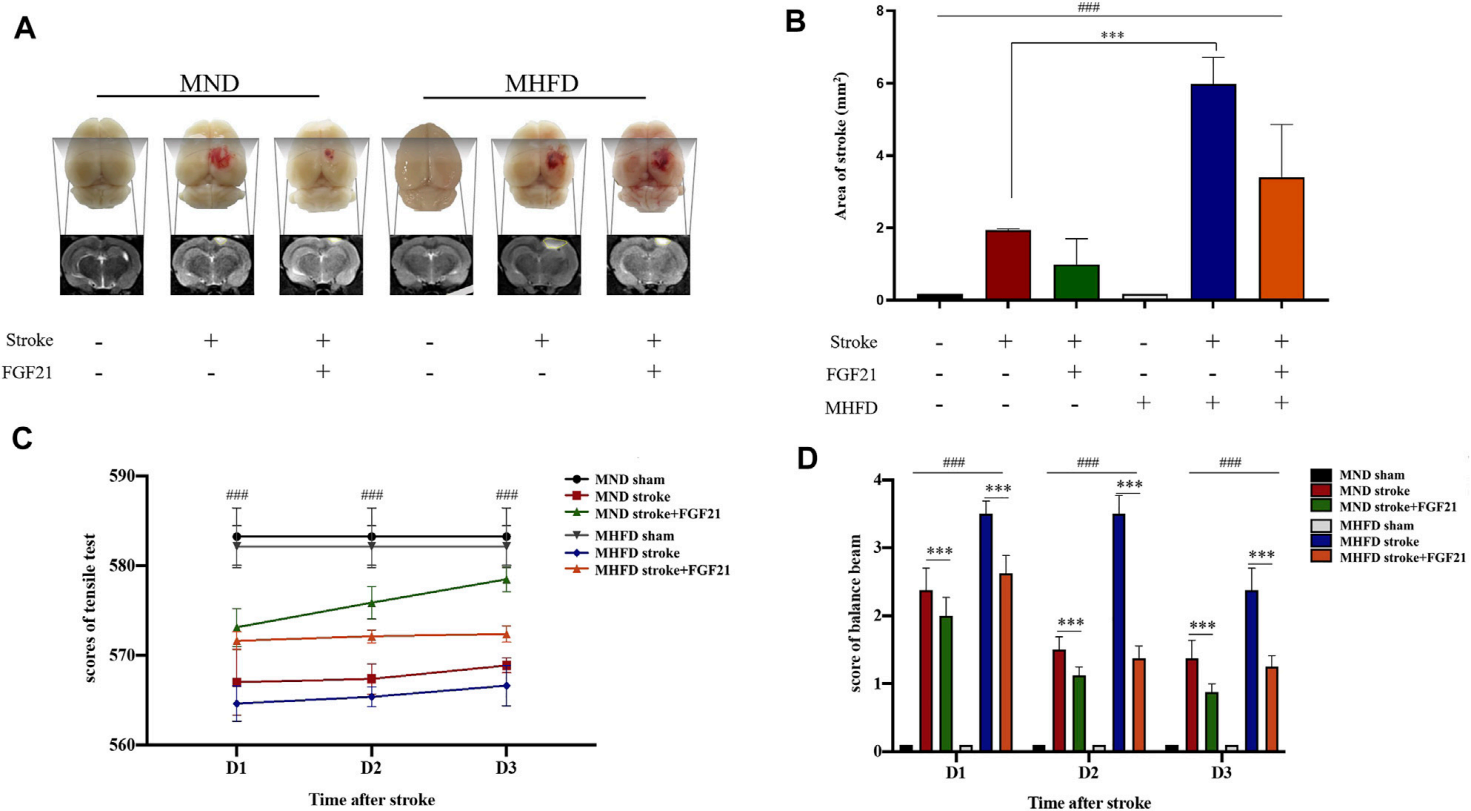
Comparison of the volume of cerebral infarction and neurological deficit between HFD stroke+/-FGF21 and HD stroke+/-FGF21 groups. **(A)**. Cerebral infarct size and MR images of the four groups. **(B)**. Evaluation of infarct size on magnetic resonance images (*n* = 3). ###p < 0.0001, one-way ANOVA; ***p < 0.0001, post-hoc analysis with Bonferroni correction. **(C)**. Grip strength tests were performed in each group at 1, 2, and 3 days after cerebral infarction (*n* = 8). ###*p* < 0.0001, one-way ANOVA. **(D)**. Balance beam score of each group at 1, 2 and 3 days after cerebral infarction (*n* = 8). ###p < 0.0001, one-way ANOVA; ***p < 0.0001, Unpaired *t*-test.

After the injury, tensile tests showed that the MND group had greater tensile strength than the MHFD group, and tensile strength improved after rats were given FGF21, compared with the no treatment group. Balance scores revealed that the MND + FGF21 group had the best neurological recovery following ischemia, while the MHFD group had the worst neurological function after cerebral infarction, and the other two groups were in between. Behavioral data from days 1–3 and MRI data from Day 3 showed rats treated with FGF21 following ischemia had better neurological function recovery than untreated rats.

### FGF21 Plays a Neuroprotective Role in Ischemic Brain Tissue by Activating the Astrocyte and PI3K-Akt Signaling Pathways, Thereby Inhibiting Phospho-NF-κB

To study how FGF21 acts on the infarction’s size, we used immunofluorescence and WB analyses to study the changes in astrocytes and inflammatory cytokines (NF-κB) in the infarction and surrounding areas in different groups.

As shown in Figure 5, the peri-stroke astrocytes of rats were activated after inducing ischemia, and there were more astrocytes in the MHFD group than in the MND group. After FGF21 administration, the number of astrocytes increased significantly in both groups.

**FIGURE 5:**
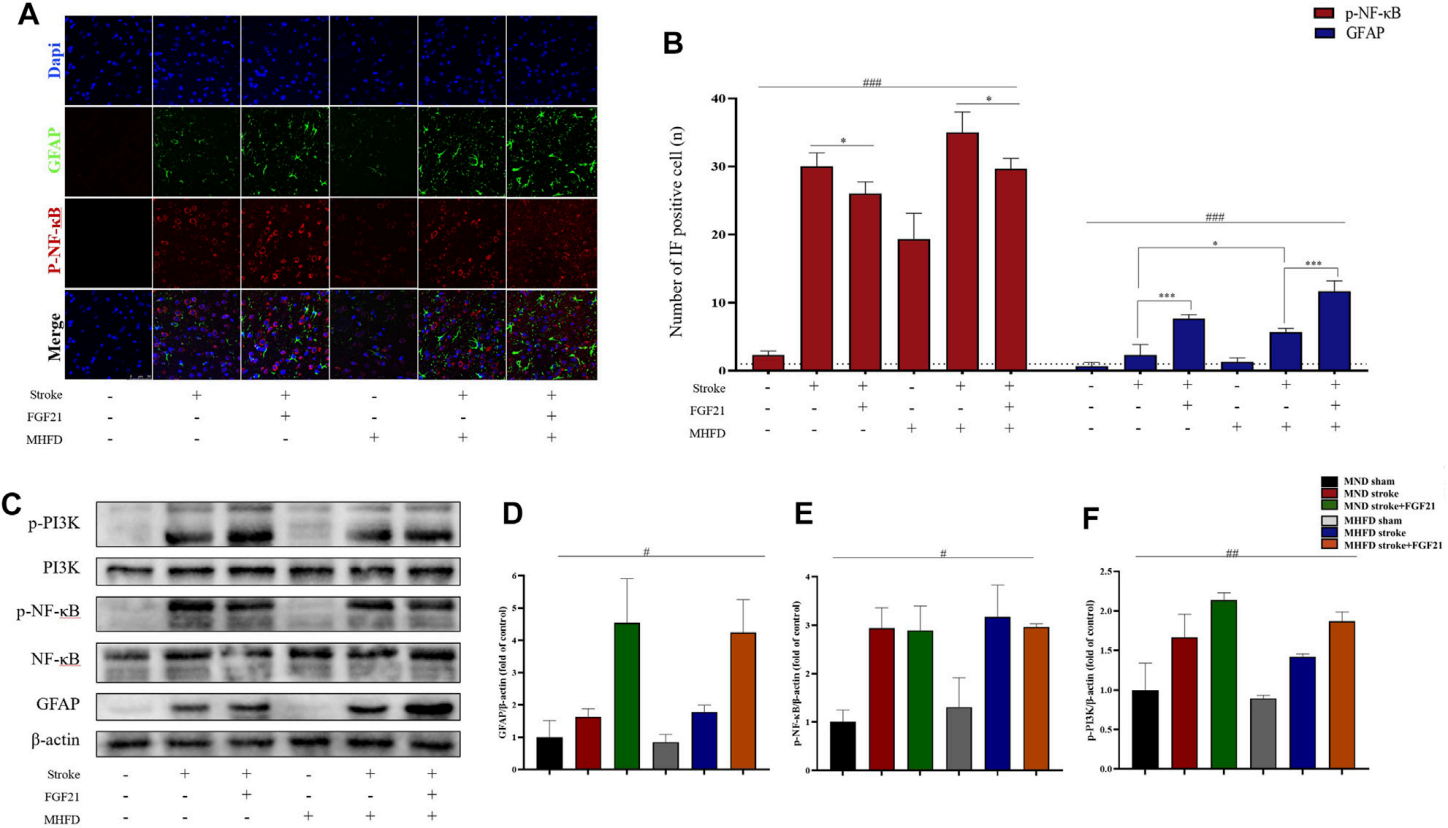
FGF21 plays a neuroprotective role by activating astrocytes and inhibiting NF-κB expression. **(A)**. Representative immunofluorescence images of GFAP and NF-κB. **(B)**. Quantification of immunofluorescence staining data showing the expression of GFAP positive and p- NF-κB positive cells. ###*p* < 0.0001, one-way ANOVA; *p < 0.05, ***p < 0.0001, post-hoc analysis with Bonferroni correction. **(C)**. Representative images of p-PI3K, PI3K, p-NF-κB, NF-κB, *β*-actin and GFAP expression in the stroke and peri-stroke brain tissues detected by western blot. **(D–F)**. Densitometric analysis for the protein expression of GFAP, p-PI3K and *p*-NF-κB. #*p* < 0.05, ##*p* < 0.01, one-way ANOVA.

### FGF21 Inhibits Inflammatory Response in the Area of Peri-stroke

We extracted brain tissue from the ischemic lesions and surrounding tissue to further examine the effect of FGF21 on inflammatory cytokine release. We evaluated gene expression by real-time PCR (Figure 6). The inflammation in MHFD was more severe than MND group.

**FIGURE 6:**
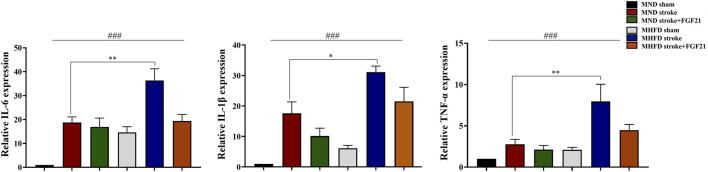
FGF21 inhibits inflammatory response in the stroke and peri-stroke brain tissues. ###*p* < 0.0001, one-way ANOVA; *p < 0.05, **p < 0.01, post-hoc analysis with Bonferroni correction.

FGF21 administration after cerebral infarction effectively reduced the production of inflammatory cytokines in stroke and peri-stroke regions in both groups.

## Discussion

The study of DOHaD investigates relationships between early life events and adult metabolism. The period between pregnancy, lactation, and puberty is a window of time in which any small event can shape a person’s metabolism for life (Almeida et al., 2019). Our transcriptome sequence analyses showed that expression of genes involved in activation, migration, and development of astrocytes in the MHFD-offspring was different from that in the MND offspring. These results suggest that MHFD leads to biogenetic and metabolic changes in astrocytes in the nervous system. It has been demonstrated that MHFD may be involved in the epigenetic regulation of gene expression (Suzuki, 2018; Bordeleau et al., 2020). For example, Bordeleau et al. (2020) showed how dietary habits during pregnancy and parenting, especially a fat-rich diet, affect offspring peripheral immune priming. Also, a study found that rat’s hippocampal neuron transcriptome was altered in MHFD offspring, affecting cognitive function (Sacks et al., 2018). Our transcriptome sequence analyses also showed changes in the PI3K-Akt pathway. The PI3K/Akt signaling pathway regulates cell survival, growth, proliferation, angiogenesis, transcription, translation, and metabolism (Katso et al., 2001; Hennessy et al., 2005). This result suggests that MHFD makes the brain more susceptible to the consequences of the disease, which also confirms the earlier findings that MHFD is associated with more severe ischemic damage.

In addition to the changes observed at D21, we also found differences in adult weight and blood markers of MHFD-offspring compared to those of MND offspring, consistent with previous studies. For example, a study by Ng et al. (2010) showed that long-term MHFD resulted in weight gain, *β*-cell dysfunction, and impaired glucose metabolism in offspring. In addition, Barker and others (Hales and Barker, 1992) found an epidemiological association between low birth weight and later glucose metabolic disorders, including type 2 diabetes. Moreover, consisting with previous studies that MHFD affects rat’s nervous system development, increasing offspring’s susceptibility to adverse stroke outcomes in adulthood. Lin et al. (2018) found that MHFD exposure renders adult offspring brains more susceptible to ischemic injury. In addition, the importance of early life challenges in modulating adult offspring’s susceptibility to brain injury has been demonstrated in animal models, such as momentary separation of mother and infant and neonatal immune challenges. Similarly, a mother’s high-fat diet makes the brain of the offspring more vulnerable to ischemic damage and other cerebrovascular diseases in adulthood. Our results also confirmed that offspring of MHFD are prone to more severe cerebrovascular accident injury than MND offspring.

Furthermore, our experiments showed that FGF21 is neuroprotective in ischemic stroke. When FGF21 was administered to rat brains following ischemic injury, infarction size reduced, and their performance in balance and tension strength assessments increased. Both *in vitro* and *in vivo* studies have demonstrated that FGF21 is neuroprotective. For example, Wang et al. (2020) found that FGF21 treatment promoted recovery from stroke. Jiang et al. (2020) found that rFGF21 protects against acute BBB leakage. Another study found that FGF21 protects against HFD-induced cognitive impairment, and that FGF21 may regulate the pathogenesis of diseases caused by MHFD (Cordner et al., 2019). FGF21 is neuroprotective in aging rat brains by reducing the formation of advanced glycation end products, improving behavioral performance, and alleviating d-galactose-induced oxidative stress (Yu et al., 2015).

When we explored the neuropharmacological mechanisms of FGF21, we found that infarcted and surrounding tissue had upregulated PI3K/Akt signaling pathway and GFAP expression. At the same time, the expression of NF-κB and other inflammatory cytokine was inhibited treated with FGF21. NF-κB is believed to be a major regulator of inflammation, and IL-1β, IL-6 and TNF-α are rapidly released in response to tissue injury or infection (Karin et al., 2006). Other studies also confirmed that FGF21 could inhibit inflammation and protects against neuronal death (Jiang et al., 2020; Wang et al., 2020). PI3K-Akt pathway is regulated by many growth factors and regulators (Hennessy et al., 2005). Although the biological outcome of FGF activation of downstream pathways depends on the cellular environment, it has been shown that PI3K/Akt mostly promotes cell survival (Beenken and Mohammadi, 2009; Goetz and Mohammadi, 2013). Thus, upregulation of the PI3K-Akt signaling pathway may be the decisive mechanism of increased stroke susceptibility in adult rats. Astrocytes account for 15–20% of all cells in the rodent brain and support neurotransmission by circulating neurotransmitters and stromal delivery of energy and nutrients (Sofroniew, 2009; Pekny et al., 2019). In addition, astrocytes regulate reactive glial hyperplasia accompanied by upregulation of many astrocyte genes, such as GFAP (Buffo et al., 2010; Pekny and Pekna, 2016). Within a few days of ischemic injury, astrocytes proliferate in the penumbra of stroke. Some migrate toward the infarction boundary, limiting the area of injury and preventing invading white blood cells from invading healthy brain tissue (Bush et al., 1999; Myer et al., 2006). We found ischemic injury activated astrocytes, which migrated to the infarct area. Additionally, FGF21 administration to ischemic lesions increased the number of activated astrocytes in rat brains.

## Conclusion

We conclude that an MHFD alters offspring’s astrocyte transcriptome and increases their susceptibility to cerebral infarction in adulthood. Additionally, FGF21 treatment effectively improves neurological function after stroke. The neuroprotective mechanism of FGF21 may be through the activation of astrocytes and inhibition of neuroinflammation. FGF21 may be developed into a new and powerful approach to treat ischemic stroke.

## Data Availability

The original contributions presented in the study are publicly available. The data presented in the study are deposited in the Gene Expression Omnibus repository, accession number GSE189679.

## References

[B1] AlmeidaD. L.PavanelloA.SaavedraL. P.PereiraT. S.de Castro-PradoM. A. A.de Freitas MathiasP. C. (2019). Environmental Monitoring and the Developmental Origins of Health and Disease. J. Dev. Orig Health Dis. 10, 608–615. 10.1017/S2040174419000151 31130151

[B41] AllenN. J.BennettM. L.FooL. C.WangG. X.ChakrabortyC.SmithS. J. (2012). Astrocyte Glypicans 4 and 6 Promote Formation of Excitatory Synapses via GluA1 AMPA Receptors. Nature 486, 410–414. 10.1038/nature11059 22722203PMC3383085

[B2] BarnesP. J. (1997). Nuclear Factor-Κb. Int. J. Biochem. Cel Biol. 29, 867–870. 10.1016/s1357-2725(96)00159-8 9304801

[B3] BeenkenA.MohammadiM. (2009). The FGF Family: Biology, Pathophysiology and Therapy. Nat. Rev. Drug Discov. 8, 235–253. 10.1038/nrd2792 19247306PMC3684054

[B4] BejotY.BenatruI.RouaudO.FromontA.BesancenotJ. P.MoreauT. (2007). Epidemiology of Stroke in Europe: Geographic and Environmental Differences. J. Neurol. Sci. 262, 85–88. 10.1016/j.jns.2007.06.025 17761197

[B5] BordeleauM.LacabanneC.Fernández de CossíoL.VernouxN.SavageJ. C.González-IbáñezF. (2020). Microglial and Peripheral Immune Priming Is Partially Sexually Dimorphic in Adolescent Mouse Offspring Exposed to Maternal High-Fat Diet. J. Neuroinflammation 17, 264. 10.1186/s12974-020-01914-1 32891154PMC7487673

[B6] BuffoA.RolandoC.CerutiS. (2010). Astrocytes in the Damaged Brain: Molecular and Cellular Insights into Their Reactive Response and Healing Potential. Biochem. Pharmacol. 79, 77–89. 10.1016/j.bcp.2009.09.014 19765548

[B7] BushT. G.PuvanachandraN.HornerC. H.PolitoA.OstenfeldT.SvendsenC. N. (1999). Leukocyte Infiltration, Neuronal Degeneration, and Neurite Outgrowth after Ablation of Scar-Forming, Reactive Astrocytes in Adult Transgenic Mice. Neuron 23, 297–308. 10.1016/s0896-6273(00)80781-3 10399936

[B38] ChristophersonK. S.UllianE. M.StokesC. C. A.MullowneyC. E.HellJ. W.AgahA. (2005). Thrombospondins are Astrocyte-Secreted Proteins that Promote CNS Synaptogenesis. Cell 120, 421–433. 10.1016/j.cell.2004.12.020 15707899

[B8] CordnerZ. A.KhambadkoneS. G.BoersmaG. J.SongL.SummersT. N.MoranT. H. (2019). Maternal High-Fat Diet Results in Cognitive Impairment and Hippocampal Gene Expression Changes in Rat Offspring. Exp. Neurol. 318, 92–100. 10.1016/j.expneurol.2019.04.018 31051155PMC6588424

[B9] DresselhausE. C.MeffertM. K. (2019). Cellular Specificity of NF-Κb Function in the Nervous System. Front. Immunol. 10, 1043. 10.3389/fimmu.2019.01043 31143184PMC6520659

[B40] ErogluC.BarresB. A. (2010). Regulation of synaptic connectivity by glia. Nature 468, 223–231. 10.1038/nature09612 21068831PMC4431554

[B10] GoetzR.MohammadiM. (2013). Exploring Mechanisms of FGF Signalling through the Lens of Structural Biology. Nat. Rev. Mol. Cel Biol 14, 166–180. 10.1038/nrm3528 PMC369572823403721

[B11] HalesC. N.BarkerD. J. P. (1992). Type 2 (Non-insulin-dependent) Diabetes Mellitus: the Thrifty Phenotype Hypothesis. Diabetologia 35, 595–601. 10.1007/BF00400248 1644236

[B12] HennessyB. T.SmithD. L.RamP. T.LuY.MillsG. B. (2005). Exploiting the PI3K/AKT Pathway for Cancer Drug Discovery. Nat. Rev. Drug Discov. 4, 988–1004. 10.1038/nrd1902 16341064

[B13] HowellJ. A.BidwellG. L.3rd (2020). Targeting the NF-Κb Pathway for Therapy of Ischemic Stroke. Ther. Deliv. 11, 113–123. 10.4155/tde-2019-0075 31928138

[B14] JiangY.LinL.LiuN.WangQ.YuanJ.LiY. (2020). FGF21 Protects against Aggravated Blood-Brain Barrier Disruption after Ischemic Focal Stroke in Diabetic Db/db Male Mice via Cerebrovascular PPARγ Activation. Ijms 21, 824. 10.3390/ijms21030824 PMC703756732012810

[B15] KaltschmidtB.KaltschmidtC. (2009). NF- B in the Nervous System. Cold Spring Harbor Perspect. Biol. 1, a001271. 10.1101/cshperspect.a001271 PMC277363420066105

[B16] KarinM.Ben-NeriahY. (2000). Phosphorylation Meets Ubiquitination: The Control of NF-Κb Activity. Annu. Rev. Immunol. 18, 621–663. 10.1146/annurev.immunol.18.1.621 10837071

[B17] KarinM.LawrenceT.NizetV. (2006). Innate Immunity Gone Awry: Linking Microbial Infections to Chronic Inflammation and Cancer. Cell 124, 823–835. 10.1016/j.cell.2006.02.016 16497591

[B18] KatsoR.OkkenhaugK.AhmadiK.WhiteS.TimmsJ.WaterfieldM. D. (2001). Cellular Function of Phosphoinositide 3-Kinases: Implications for Development, Immunity, Homeostasis, and Cancer. Annu. Rev. Cel Dev. Biol. 17, 615–675. 10.1146/annurev.cellbio.17.1.615 11687500

[B39] KoehlerR. C.RomanR. J.HarderD. R. (2009). Astrocytes and the Regulation of Cerebral Blood Flow. Trends Neurosci. 32, 160–169. 10.1016/j.tins.2008.11.005 19162338

[B19] LiX. (2019). The FGF Metabolic axis. Front. Med. 13, 511–530. 10.1007/s11684-019-0711-y 31495905PMC7102389

[B20] LinC.ShaoB.ZhouY.NiuX.LinY. (2016). Maternal High-Fat Diet Influences Stroke Outcome in Adult Rat Offspring. J. Mol. Endocrinol. 56, 101–112. 10.1530/JME-15-0226 26643911

[B21] LinC.WuX.ZhouY.ShaoB.NiuX.ZhangW. (2018). Maternal High-Fat Diet Programs Cerebrovascular Remodeling in Adult Rat Offspring. J. Cereb. Blood Flow Metab. 38, 1954–1967. 10.1177/0271678X17731956 28914129PMC6259319

[B22] MyerD. J.GurkoffG. G.LeeS. M.HovdaD. A.SofroniewM. V. (2006). Essential Protective Roles of Reactive Astrocytes in Traumatic Brain Injury. Brain 129, 2761–2772. 10.1093/brain/awl165 16825202

[B23] NgS.-F.LinR. C. Y.LaybuttD. R.BarresR.OwensJ. A.MorrisM. J. (2010). Chronic High-Fat Diet in Fathers Programs β-cell Dysfunction in Female Rat Offspring. Nature 467, 963–966. 10.1038/nature09491 20962845

[B24] OmranA. R. (1971). The Epidemiologic Transition: A Theory of the Epidemiology of Population Change. Milbank Memorial Fund Q. 49, 509–538. 10.2307/3349375 5155251

[B25] PeknyM.PeknaM. (2016). Reactive Gliosis in the Pathogenesis of CNS Diseases. Biochim. Biophys. Acta (Bba) - Mol. Basis Dis. 1862, 483–491. 10.1016/j.bbadis.2015.11.014 26655603

[B26] PeknyM.WilhelmssonU.TatlisumakT.PeknaM. (2019). Astrocyte Activation and Reactive Gliosis-A New Target in Stroke. Neurosci. Lett. 689, 45–55. 10.1016/j.neulet.2018.07.021 30025833

[B27] PrabhakaranS.RuffI.BernsteinR. A. (2015). Acute Stroke Intervention. JAMA 313, 1451–1462. 10.1001/jama.2015.3058 25871671

[B28] RabinsteinA. A. (2017). Treatment of Acute Ischemic Stroke. CONTINUUM: Lifelong Learn. Neurol. 23, 62–81. 10.1212/CON.0000000000000420 28157744

[B29] SacksD.SacksD.BaxterB.CampbellB. C. V.CarpenterJ. S.CognardC. (2018). Multisociety Consensus Quality Improvement Revised Consensus Statement for Endovascular Therapy of Acute Ischemic Stroke. AJNR Am. J. Neuroradiol 39, E61–E632. 10.1177/174749301877871310.3174/ajnr.A5638 29773566PMC7410632

[B30] SofroniewM. V. (2009). Molecular Dissection of Reactive Astrogliosis and Glial Scar Formation. Trends Neurosciences 32, 638–647. 10.1016/j.tins.2009.08.002 PMC278773519782411

[B31] StaigerH.KeuperM.BertiL.Hrabě de AngelisM.HäringH.-U. (2017). Fibroblast Growth Factor 21-Metabolic Role in Mice and Men. Endocr. Rev. 38, 468–488. 10.1210/er.2017-00016 28938407

[B32] SuzukiK. (2018). The Developing World of DOHaD. J. Dev. Orig Health Dis. 9, 266–269. 10.1017/S2040174417000691 28870276

[B37] UllianE. M.SappersteinS. K.ChristophersonK. S.BarresB. A. (2001). Control of Synapse Number by Glia. Science 291, 657–661. 10.1126/science.291.5504.657 11158678

[B33] WangD.LiuF.ZhuL.LinP.HanF.WangX. (2020). FGF21 Alleviates Neuroinflammation Following Ischemic Stroke by Modulating the Temporal and Spatial Dynamics of Microglia/macrophages. J. Neuroinflammation 17, 257. 10.1186/s12974-020-01921-2 32867781PMC7457364

[B34] WangH.XiaoY.FuL.ZhaoH.ZhangY.WanX. (2010). High-level Expression and Purification of Soluble Recombinant FGF21 Protein by SUMO Fusion in *Escherichia coli* . BMC Biotechnol. 10, 14. 10.1186/1472-6750-10-14 20163718PMC2831817

[B35] WangQ.YuanJ.YuZ.LinL.JiangY.CaoZ. (2018). FGF21 Attenuates High-Fat Diet-Induced Cognitive Impairment via Metabolic Regulation and Anti-inflammation of Obese Mice. Mol. Neurobiol. 55, 4702–4717. 10.1007/s12035-017-0663-7 28712011PMC5971086

[B36] YuY.BaiF.WangW.LiuY.YuanQ.QuS. (2015). Fibroblast Growth Factor 21 Protects Mouse Brain against D-Galactose Induced Aging via Suppression of Oxidative Stress Response and Advanced Glycation End Products Formation. Pharmacol. Biochem. Behav. 133, 122–131. 10.1016/j.pbb.2015.03.020 25871519

[B42] ZhouB.ZuoY-X.JiangR-T. (2019). Astrocyte Morphology: Diversity, Plasticity, and Role in Neurological Diseases. CNS Neurosci. Ther. 25, 665–673. 10.1111/cns.131 30929313PMC6515705

How the deposited data were processed for this re-analysis (not part of the article)

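Brain RNA of 6 rats at day 21, 3 offspring of dams on a high-fat diet (MHFD) and 3 of dams on a normal diet (MND), was sequenced with one library per animal. The condition and replicate number of each library were taken from the sample labels and the paper. The labels name mouse as the organism and the paper names rat; the table uses rat Ensembl gene identifiers, and the paper's organism was used. All 6 columns of the table were matched to samples by their names.

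The values are whole counts per gene, as the authors deposited them, without normalization. The authors had RNA extracted and sequenced by a service company; the aligner, the counting program, the genome build and the annotation release are not named in the paper's text. The statistics section gives, for the whole paper, unpaired t-tests for comparisons of 2 groups and a significance level of 0.05, and leaves open whether they were used for the sequencing data. The totals per library lay between 43679373 and 61385917 counts, with a median of 46992467 in the MHFD group and 52568459 in the MND group. Genes pile up at 4 and 8 counts in every library, so the totals need not equal the number of fragments sequenced. The tests of differential expression estimate the spread between animals from the counts themselves.

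The reference tables at hand are of the mouse, and 0 of the 32623 identifiers matched them. Gene symbols, positions and gene lists were therefore not used here. The comparisons planned on symbols before the data were examined were not run: the astrocyte-related genes, the PI3K-Akt genes, marker genes of astrocytes and other cell types, and genes that show the sex of the animals. The genes of Figure 2C and the pathways of Figure 2D are not analysed here.

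Differential expression was tested in R 4.3.3 with edgeR 4.0.16: filterByExpr with a minimum count of 10 and a minimum total of 15 (16776 genes), TMM normalization and the quasi-likelihood test with condition as the only term. Adjusted p-values are from the Benjamini-Hochberg method over the tested genes, except in DESeq2. Its default adjustment leaves out some low-count genes. Standard errors are the log2 fold change divided by the square root of the F statistic. CPM is the count scaled to the library size after TMM normalization, and log2 CPM uses a prior count of 2. Genes were counted at an unadjusted p under 0.05 with at least a 2-fold change, and at an adjusted p under 0.05. The rule set beforehand named 5 higher and 5 lower genes with a symbol; as the files give no symbols, the 2 higher and 2 lower genes with the smallest p among those past both thresholds, with a mean of at least 1 CPM and no overlap between groups, are named by identifier. A group at 3 counts or fewer in every library was treated as at the floor, and a fold against it as a lower bound.

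The programs were tested on simulated counts drawn with the means, library sizes and dispersions of these libraries. Each gene was drawn independently of the others. Changed genes were taken only from those with a mean of at least 1 CPM, so the recovery does not cover less abundant genes. With 200 genes changed 4-fold among 16411 tested, edgeR's quasi-likelihood test recovered 99.0% at an unadjusted p under 0.05 and 2-fold, and 85.5% at an adjusted p under 0.05. With 200 genes changed 2-fold among 16405 tested, it recovered 44.5% at an unadjusted p under 0.05 and 2-fold. At an adjusted p under 0.05 it recovered 32.0% of them. A true 2-fold change lies on the fold threshold itself, so the 44.5% reflects that threshold and not the test alone. With no gene changed among 16427 tested, 237 genes passed the unadjusted thresholds and 0 an adjusted p under 0.05, beside 830 at an unadjusted p under 0.05.

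The alternatives were other normalizations (DESeq2's size factors, upper quartile, library size alone), other tests (DESeq2 1.42.0, edgeR's likelihood-ratio test, limma-voom in limma 3.58.1), other filters on low counts, the replicate number as a block and each library left out in turn. Dividing the counts by 4 and edgeR's exact test were added after the data were seen. To find a library deposited more than once, the counts of each pair of libraries within a group were compared. The chi-square per gene was at least 30.6, no pair was a copy, and each library was counted as its own replicate. The diet was given to the dams, and the paper's text does not say which dams or litters the sequenced animals came from. Animals within a group may be littermates, and the tests treat them as independent.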

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

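The test of this part was chosen after the result was seen. In MHFD replicate 3, 16 genes had at least 100 counts and a CPM at least 8-fold above that of every other library, against at most 4 genes in any other library. They were singled out because the paper reports no signal of a single library and their level exceeds that in the MND libraries; whether genes the paper names are among them is not known, since the identifiers are not paired with symbols. The most abundant of them held 56499 counts in MHFD replicate 3 and at most 49 in the MND libraries. Together the 16 genes held 0.170% of the counts of MHFD replicate 3, and 6 of them were among the genes past an unadjusted p of 0.05 and 2-fold between the groups. RNA of another tissue or cell type carried into that library could raise several genes together, and so could a difference of that animal; with 16 genes and no symbols to compare with marker genes, these cannot be told apart. The maternal diet as a cause in a single MHFD animal was not tested.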

How the results depend on the processing

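The alternatives were set before the data were examined, except edgeR's exact test and the counts divided by 4, which were chosen after seeing the data. The number of genes past an unadjusted p of 0.05 and 2-fold (345) stayed within 1.5 times under the other normalizations, limma-voom, DESeq2's Wald test and the likelihood-ratio test on the filtered genes, the stricter filters and the replicate block. With no fold-change threshold it was 1456. With no filter on low counts, it was 528 (186 lower) with DESeq2's Wald test, 930 (547 higher, 383 lower) with the likelihood-ratio test and 606 (378 higher, 228 lower) with the exact test; the quasi-likelihood test with no filter gave 178 lower genes, and with a mean of at least 1 CPM 74 lower genes, as fewer genes were tested. For the others the cause was not tested. Of the 345 genes, 218 passed again with limma-voom and 216 with the replicate block, so similar numbers did not mean the same genes. Under the other normalizations, DESeq2's Wald test and the likelihood-ratio test on the filtered genes, from 334 to 345 passed again.

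Leaving out each library in turn gave from 275 to 629 genes, from 159 to 383 higher and from 70 to 246 lower, and from 818 to 2904 genes at an unadjusted p under 0.05. The highest of each came without MHFD replicate 1. The number of lower genes was 70 and 71 without MND replicates 1 and 2, and 242 without MND replicate 3. At most 266 of the 345 genes passed again in any of these 6 fits.

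DESeq2's default adjustment leaves out some low-count genes, unlike that of the other tests. The number of genes with an adjusted p under 0.05 changed most. It was 1 in the quasi-likelihood test, 196 with DESeq2's Wald test, 208 with DESeq2 and no filter, 98 with the likelihood-ratio test, 113 with the likelihood-ratio test and no filter, and 89 with the exact test and no filter. It was 0 with limma-voom (1424 genes at an unadjusted p under 0.05), 0 with the counts divided by 4 (1371 genes) and 0 with at least 10 counts in every sample (1482 genes), a filter that removes ENSRNOG00000049814 by its zeros. Across the 6 fits that each left out one library it ran from 0 to 28, with 28 without MHFD replicate 1 and 25 without MND replicate 3; it was 0 without MHFD replicate 3, beside 902 genes at an unadjusted p under 0.05. In simulated counts with no changed gene, DESeq2 gave 36 genes with an adjusted p under 0.05 among the 16409 it tested, and the likelihood-ratio test gave 16 and the quasi-likelihood test 0 among 16427; 830 genes had an unadjusted p under 0.05 in the quasi-likelihood test.

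With the replicate number as a block, 257 genes passed the unadjusted thresholds and 0 an adjusted p under 0.05, beside 1078 at an unadjusted p under 0.05. Same-numbered libraries of the groups share only a number: the correlation across genes of their deviations from the group means was -0.0866, 0.00108 and -0.144 for replicates 1, 2 and 3.

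The 4 named genes kept their direction and an unadjusted p under 0.05 in every fit that tested them. They were chosen from these same data for a small p and no overlap between groups, so this outcome is no independent support. The log2 fold change ran from 3.12 to 3.49 for ENSRNOG00000056817, from -1.59 to -1.29 for ENSRNOG00000007091 and from -2.18 to -1.75 for ENSRNOG00000007003. The adjusted p over the alternatives ran from 9.94e-15 to 0.576, from 3.53e-10 to 0.608 and from 1.46e-06 to 0.768 for these genes in the same order, and from 7.22e-115 to 0.512 for ENSRNOG00000049814. The planned tests on gene symbols, with their alternatives, were not run, since the files do not pair identifiers with symbols.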

Differences from the paper's values

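The number of genes lower in the MHFD group was 114, against the paper's 297. With edgeR's likelihood-ratio test with no filter it was 383, without MHFD replicate 1 it was 246 and without MND replicate 3 it was 242, each within 1.5 times of the paper's value; the other alternatives set before the data were examined did not close the gap. edgeR's exact test with no filter, chosen after seeing the values, gave 228. The number of genes higher in the MHFD group, 231, lay within 1.5 times of the paper's 264. The likelihood-ratio test with no filter, which came within 1.5 times for the lower genes, did not for the higher genes, with 547; nor did the replicate block with 164, a mean of at least 1 CPM with 165, the fits without MHFD replicates 2 and 3 with 159 and 166, or p under 0.05 with no fold-change threshold with 822. The title of the volcano plot in Figure 2B names the MND group first; with the directions exchanged, the paper's 264 would stand beside 114 and its 297 beside 231.

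The paper's text gives more genes lower than higher in the MHFD group. Here more genes were higher than lower, 231 against 114, and every alternative to the count past both thresholds had more higher than lower genes. The size of this excess depended on single libraries. Without MND replicate 3 it nearly vanished, with 255 higher and 242 lower genes, and 878 against 877 at an unadjusted p under 0.05. Without MND replicate 1 it grew, with 259 higher and 70 lower genes past both thresholds.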

Other observations

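Of the tests in this part, the counts of other splits at both thresholds set beforehand were planned, and all others were chosen after the result was seen. Of the 10 splits of the 6 libraries into 3 and 3, the real one included, 1 gave as many genes past an unadjusted p of 0.05 and 2-fold as the real split (345), and the largest other count was 309. In simulated counts of 16427 genes with no change, 237 genes passed these thresholds. These counts were drawn for each gene independently, without differences shared by many genes. The other splits of the real libraries gave from 69 to 309 genes. At an unadjusted p under 0.05 with any fold change, 2 of the 10 splits gave as many genes: MHFD replicate 1 with MND replicates 1 and 2, against the other 3 libraries, gave 1880 against 1456 for the real split. At an adjusted p under 0.05, 9 of the 10 splits gave as many genes as the real split, which gave 1, beside its 1456 at an unadjusted p under 0.05. With 10 splits, the share of splits cannot go under 0.1, so the diet and a fortuitous grouping of the animals cannot be told apart by this count.

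The only gene past an adjusted p of 0.05 in edgeR's quasi-likelihood test, ENSRNOG00000049814, has counts in every MHFD library and 0 in every MND library. The table holds 86 genes with 0 counts in some libraries and at least 100 in all others, 34 of them with 0 in a single library. The zeros fall on both groups, 92 in MHFD and 97 in MND libraries. Of the 14 such genes with exactly 3 zeros, 1 follows the groups, where 1.4 are expected by chance, which argues against the maternal diet as the cause of these zeros as a set. For the genes with a single zero, too few reads are argued against: with 4 counts per fragment, Poisson sampling alone is expected to give 1.27e-09 zeros over the 75812 cases of a gene and library with at least 100 counts in all other libraries, and 34 were observed. Variation of expression between animals stays open: among the 34 genes with a single zero, the median coefficient of variation over the libraries with counts was 0.146, against 0.162 for genes of like level, but this leaves out the library at 0 and the genes were selected on the counts of the others. For ENSRNOG00000049814 itself, zeros unrelated to the diet that fell on the groups are a candidate explanation: at least 1 of the 14 genes would follow the groups with a chance of 77.1%. An effect of the diet on this gene stays open. A variant carried by some of the animals and reads assigned to another gene by the counting also stay open, and neither was tested. The paper's text does not state the sex or litter of the sequenced animals, so a difference between the groups in either was not examined.

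In each library more genes held 4 counts than 3 or 5, by a ratio of at least 2.19 to their mean, and more held 8 than 7 or 9, by at least 1.76. This argues against counts in which every read adds 1, where a ratio near 1 is expected. A candidate explanation is that 1 fragment often added 4 counts, which was not tested directly. After division of the counts by 4, 14912 genes were tested and 257 passed an unadjusted p of 0.05 and 2-fold. No biological explanation was tested.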
